A study of Mus musculus with 43 samples. Its data were reported in "Hypothalamic loss of Snord116 recapitulates the hyperphagia of Prader-Willi syndrome" (2018).

How the data were processed

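RNA was measured in 4 hypothalamic nuclei of male mice that carried a paternal deletion of the Snord116 cluster: the arcuate nucleus (ARC), the dorsomedial hypothalamus (DMH), the paraventricular nucleus (PVN) and the ventromedial hypothalamus (VMH). Mice were fed ad libitum or fasted for 24 hours. Per the labels and the study's methods, each nucleus was collected from frozen sections by laser capture microdissection, the RNA was amplified with the Ovation RNA-Seq V2 kit, and single-end reads were sequenced. Capture and library preparation were carried out in 3 batches. The authors mapped the reads to the GRCm38 mouse genome with TopHat and analysed them with edgeR and limma, after leaving out outlier libraries. The program that assigned reads to genes is not stated, nor is the use of strand, so overlapping and antisense genes and near-identical gene copies may share reads. Removal of outliers before the values were made can lower the spread between replicates.

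The authors deposited CPM, read counts scaled to the same total in each library, per Ensembl gene. The table analysed here held 10127 genes, of which 9891 were paired with a symbol and GRCm38 coordinates through the GENCODE M21 annotation. It held no identifier between ENSMUSG00000000861 and ENSMUSG00000028747, a range with 6725 annotated genes, so the CPM of a library summed to between 554896 and 689010. Genes in that range, among them Agrp, Pomc, Pcsk1 and Oxt, were not analysed here. Of the columns of the table, 41 were matched to a sample by nucleus, nutritional state and mouse number. A further 2 columns matched no sample and were not used, and 2 of the 43 samples were not analysed here. Those columns were named for ARC of fasted mouse 85 and fed mouse 92, and those samples were labelled PVN of the same mice. Which nucleus these libraries came from was left open. Without them, batch 1 held 1 fasted and 1 fed library in ARC and likewise in PVN. The design fixed beforehand named 43 libraries, and 41 entered the fits.

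The depth of each library was read from its low values, which are multiples of what 1 read is worth. Between 97.7% and 98.7% of low values were whole multiples of that step, and the depth this gave was 1.94 to 8.23 M reads (M, mega), with a median of 4.10 M. In 101 genes some library held a positive value under 0.01 CPM, so whole reads were not recovered and no test on counts was run. At the median depth a gene at 1 CPM rests on few reads, and reads from amplified RNA are not independent molecules.

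Tests were made on log2(CPM + 0.5), so fold changes of genes with low values are understated. For each nucleus, fasted and fed libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with batch as a covariate and only the libraries of that nucleus. Genes were kept at a CPM of at least 1 in as many libraries as the smaller group. P values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.1 was the threshold, as in the study. A fit over all 41 libraries with 8 group means and batch gave an F-test of whether the fasting response differed between nuclei. The same fit compared each nucleus with the mean of the other nuclei, and a gene was called enriched at an adjusted p under 0.1 and a log2 difference of at least 1. Gene lists were tested with fry of limma, 2-sided, over 8 tests. The lists held 16 glucocorticoid-responsive genes, of which 7 were measured, and 12 immediate early genes, of which 5 were measured. The correlation of fasting changes between nuclei was taken across genes, on differences of group means without batch as fixed beforehand, and its 1-sided p value was the share of relabellings of the mice as fasted or fed that gave an r at least as high. The other tests were 2-sided. The fits were tested on simulated reads, with 200 genes changed by fasting in ARC and DMH and 200 others raised in VMH. The fits per nucleus recovered 96.5% of the changed genes in ARC with 31 false calls and 98% in DMH with 17 false calls. In PVN and VMH, where no gene was changed by fasting, they called 0 genes and 1 gene. The F-test recovered 96.5% with 18 false calls, enrichment in VMH 99.5% with 3 false calls, and fry in ARC called 100 of 100 lists of changed genes and 1 of 100 lists of unchanged genes. Enrichment in the other nuclei, fry in the other nuclei and the relabelling of mice were not simulated. The simulated fasting changes were each larger than the changes of Hsph1, Foxo1, Hmgcs1 and Cct7 reported below. They were put only in genes with high mean values, so recovery of smaller changes or of genes with low values was not simulated. The shares recovered thus do not give the power for such changes.

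The groups, tests, threshold, gene lists and most alternatives were fixed before the data were examined, as was the rule for the genes named. The rule took the genes the study followed and the list members. It added, per nucleus, the 3 largest rises and the 3 largest falls among genes past the threshold that had a mean of at least 5 CPM in the higher group and no overlap between fasted and fed libraries. It also took the 3 genes with the smallest adjusted p in the F-test and the 3 most enriched genes of each nucleus with a mean of at least 5 CPM. The alternatives were other pseudocounts, filters and scalings, no batch covariate, library weights, a stricter threshold, a fit over all libraries with or without the mouse as a block, other centring for the correlations and each library or mouse left out. Log2 depth as a covariate and relabelling of mice within batches were added after the data were seen. Marker lists of cell types were fixed beforehand for use in explanations. Lists of sterol, heat-shock and cold-inducible genes were written after the fasting results were seen.

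A mouse number marks 1 animal in the labels, so libraries of different nuclei are paired by mouse, while no mouse gave both a fasted and a fed library. After group and batch means were removed, the 57 pairs of libraries from the same mouse had a mean correlation of -0.0526, against -0.065 for libraries of different mice of a batch and 0.0322 for those of different batches. The block left the counts at 5 genes in ARC, 1 in DMH, 43 in PVN and 4 in VMH, as in the same fit without it. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and plots.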

Results

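Gene expression was measured by RNA sequencing in laser-captured hypothalamic nuclei of Snord116 paternal deletion mice that were ad libitum fed or had fasted for 24 hours. The Snord116 cluster encodes small nucleolar RNAs of the Prader-Willi region that are expressed from the paternal allele. The 41 libraries came from 12 mice. There were 4 fasted and 5 fed libraries from the ARC, 5 fasted and 6 fed from the DMH, 5 fasted and 5 fed from the PVN, and 6 fasted and 5 fed from the VMH. No wild-type library was analysed here, so every comparison is within the deletion genotype. Batch 1 gave 10 libraries, batch 2 gave 15 and batch 3 gave 16. A library is named here by its nucleus and mouse number, as in ARC-86. Depth was 1.94 to 8.23 M (mega) reads per library, and between 95 and 665 of the 10127 genes were at 0 in a library.

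The libraries were first compared with one another. The highest correlation between any pair of libraries was 0.950 and the lowest was 0.819. Nucleus accounted for 98.1% of the variance of the first principal component, which held 11.5% of all variance, and for 93.9% of the second, which held 7.92%. Batch accounted for 88.0% of the third component, which held 7.02%. State accounted for 0.67% of the first component and 3.39% of the third. Among the first 5 components its largest share was 21.1% of the fifth, which held 3.76% of all variance.

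To ask whether the captured tissue was specific to each nucleus, each nucleus was compared with the mean of the others. At an adjusted p under 0.1 and a log2 difference of at least 1, 266 genes were enriched in ARC, 185 in DMH, 307 in PVN and 411 in VMH. A pseudocount of 2 moved these counts most, to 141, 92, 177 and 271. Of the 12 markers fixed beforehand, Avp, Crh and Fezf1 were measured. Of those fixed for ARC and for DMH, 0 were measured, so these captures were not checked against markers fixed beforehand. Avp (chromosome 2, 130580620 to 130582554, minus strand) was at 800 ± 343 CPM (SD, n = 10) in PVN and 2.42 ± 1.99 (n = 31) elsewhere, a log2 difference of 8.21 ± 0.26 (SE). Crh (chromosome 3, 19693401 to 19695396, minus strand) differed by 5.16 ± 0.29, with 36.8 ± 31.8 CPM in PVN, where 1 fasted library of mouse 86 stood at 126. Fezf1 (chromosome 6, 23245044 to 23248362, minus strand) was at 219 ± 30.5 CPM (n = 11) in VMH and 5.79 ± 4.75 (n = 30) elsewhere, a difference of 5.70 ± 0.22. The most enriched genes were Npy, Crabp1 and Rxfp1 in ARC, Npvf, Hcrt and Pmch in DMH, Avp, Crh and Nrn1 in PVN, and Fezf1, Zfp831 and Gpr149 in VMH. In each of these 12 genes the lowest library of the nucleus lay above the highest library of the others. Pmch still reached 75.9 CPM in a library outside DMH. Enrichment shows that a nucleus differed from the others, and it does not show that a capture was free of neighbouring tissue.

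**Figure D1:**
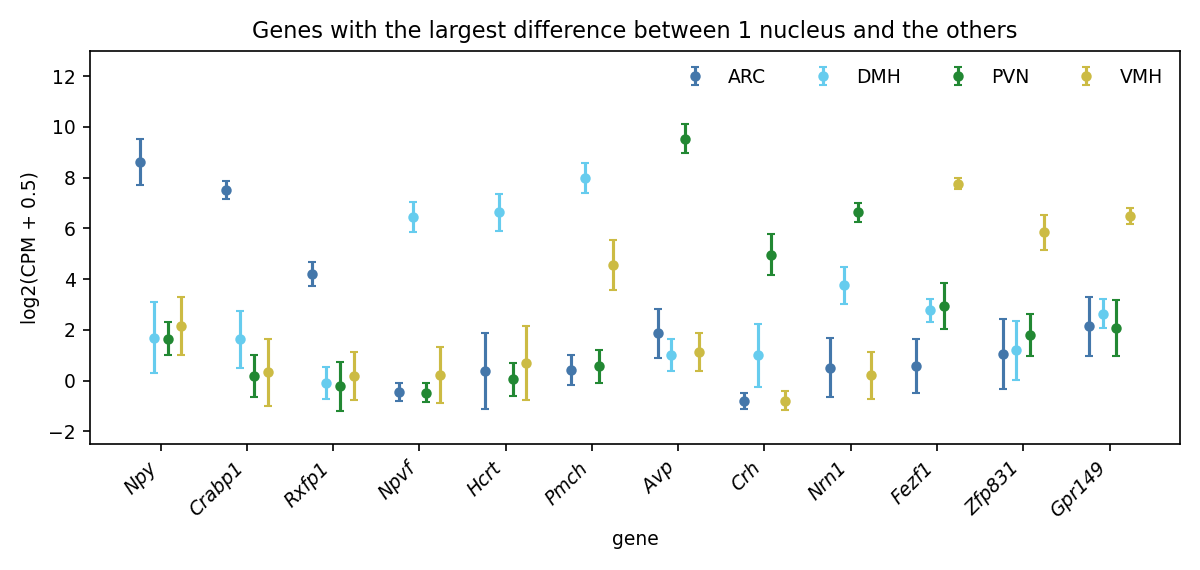
Mean log2(CPM + 0.5) of the 12 most enriched genes (x axis) in the 4 nuclei, with bars of 1 SD over the libraries of a nucleus. Avp was at 800 CPM in PVN and 2.42 CPM elsewhere.

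No identifier of the Snord116 cluster was analysed here. Among its imprinted neighbours on chromosome 7 of GRCm38, Ndn (62346569 to 62350262, plus strand) was at 737 ± 136 CPM (SD, n = 41) and Magel2 (62377010 to 62381640, plus strand) at 70.3 ± 26.6 CPM. For Ndn, the fasted libraries of mouse 86 stood below the others of their group, at 599 CPM in ARC and 615 CPM in PVN. The other 3 mice of batch 1 also had less Ndn than the 8 mice of batches 2 and 3, by a log2 difference of -0.41 (exact permutation p 0.00606, 2-sided). The chromosome Y genes Ddx3y, Eif2s3y, Kdm5d and Uty were above 0 CPM in every library.

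Fasted and fed libraries were then compared in each nucleus. In ARC, 17 of 9654 genes passed an adjusted p under 0.1, with 10 higher and 7 lower in fasted mice. In PVN, 35 of 9529 genes passed, with 29 higher and 6 lower. In DMH 1 gene of 9751 passed, and in VMH 2 genes of 9594 passed, all of them lower. The counts in DMH and VMH were not beyond those of other splits of the libraries. At an unadjusted p under 0.05 there were 782 genes in ARC, 646 in DMH, 950 in PVN and 670 in VMH. Leaving out the batch covariate lowered the counts most, to 0 in ARC, 0 in DMH, 3 in PVN and 1 in VMH, and library weights raised the PVN count to 79. Single libraries decided much of the counts. The ARC count fell to 3 without fasted ARC-100, fasted ARC-311 or fed ARC-308, and the PVN count fell to 2 without fasted PVN-100. ARC-100 was the only fasted ARC library of batch 2. Without it the 2 fed ARC libraries of that batch no longer bear on the contrast, so such fits lose more than 1 library. In DMH the count was 2 without fasted DMH-86 or fed DMH-111. In VMH it was 1 in 5 of 11 such fits, among them that without fasted VMH-101, and 5 without fasted VMH-85. Fasted and fed libraries did not overlap in 2.13% of genes in ARC (1.59% by chance), 0.40% in DMH (0.433%), 1.31% in PVN (0.794%) and 0.50% in VMH (0.433%).

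The study followed genes of the leptin and melanocortin pathway in ARC, of which Npy and Lepr were measured. Npy (chromosome 6, 49822710 to 49829507, plus strand) rose from 267 ± 69.4 CPM (SD, n = 5) in fed to 730 ± 373 (n = 4) in fasted mice, a log2 fold change of 1.35 ± 0.16 (SE) with an adjusted p of 0.00114. The lowest fasted library, at 326 CPM, lay within the fed range of 195 to 370. Within batches 1, 2 and 3 the change of Npy was 1.73, 1.19 and 1.26. In the fit without batch its adjusted p was 0.314, in a range of 0.000227 to 0.566 over 11 alternatives. Lepr (chromosome 4, 101717404 to 101815352, plus strand) rose from 23.9 ± 7.30 to 70.2 ± 26.2 CPM, a change of 1.49 ± 0.31 with an adjusted p of 0.0867 and no overlap between groups. Within batches the change of Lepr was 2.12, 1.80 and 0.97. Lepr lost the threshold in 6 of 11 alternatives, over which its adjusted p ranged from 0.0504 to 0.314. It also lost it in 7 of 9 fits that each left out a library, with the highest adjusted p, 0.366, without fasted ARC-100. For both genes the adjusted p was under 0.1 when adjusted over the list alone, at 3.54e-07 for Npy and 0.000183 for Lepr. The study followed these genes in the same samples, so this adjustment is not independent evidence.

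Nhlh2, a transcription factor gene that the study followed in all nuclei, did not pass the threshold in any. Its log2 fold change was 0.59 ± 0.39 (SE) in ARC, -0.38 ± 0.48 in DMH, 0.33 ± 0.24 in PVN and 0.65 ± 0.70 in VMH, with adjusted p values of 0.695, 0.923, 0.707 and 0.927. Adjusted over the list alone, 0 of these 4 tests passed, with the smallest at 0.142. The count at an unadjusted p under 0.05 was also 0. In VMH the sign depended on 1 library, and the change was -0.0760 without fed VMH-111.

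In ARC, Lepr, Lancl3 and Foxo1 had the largest rises and Hmgcs1, Hsph1 and Cct7 the largest falls among genes past the threshold that had no overlap and a mean of at least 5 CPM in the higher group. Lancl3 (chromosome X, 9199902 to 9268085) rose by 1.07 ± 0.20 (SE) on the log2 scale and Foxo1 (chromosome 3, 52268336 to 52353221) by 0.76 ± 0.16, with adjusted p values of 0.0754 and 0.0867. Hmgcs1 (chromosome 13, 119690379 to 119708260) changed by -0.75 ± 0.15 and Cct7 (chromosome 6, 85451514 to 85468475) by -0.69 ± 0.11, with adjusted p values of 0.0823 and 0.0267. Lancl3, Foxo1 and Hmgcs1 each lost the threshold in 7 of 9 fits that left out a library, and Cct7 in 2 of 9, at 0.254 without fasted ARC-100. In PVN, the lincRNA 5330429C05Rik (chromosome 13, 54913235 to 54914479) rose from 0.333 ± 0.621 to 5.79 ± 1.55 CPM, with an adjusted p of 0.0279. It rested on few reads, and its log2 fold change ranged from 1.75 to 4.70 over 10 alternatives. Its adjusted p was 0.151 without fasted PVN-100. Lyve1 (chromosome 7, 110850607 to 110863239) rose from 0.592 ± 0.645 to 10.5 ± 15.8 CPM and Rasd1 (chromosome 11, 59963181 to 59964944) from 4.73 ± 1.75 to 23.6 ± 19.8 CPM. Fasted PVN-86 raised both means. It was at 38.6 CPM for Lyve1, with the other fasted libraries between 1.82 and 5.57. For Rasd1 it was at 58.0 CPM, with the others between 8.02 and 20.4. Both genes had an adjusted p of 0.0637, and they lost the threshold in 9 and 8 of 10 fits that left out a library. Msmo1 (chromosome 8, 64718139 to 64733792) changed by -0.72 ± 0.15 and Hnrnpc (chromosome 14, 52073377 to 52104028) by -0.62 ± 0.12, with adjusted p values of 0.0665 and 0.0422, and lost the threshold in 9 and 5 of 10 such fits.

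Hsph1 (chromosome 5, 149614287 to 149636376, minus strand), which encodes a heat-shock protein, was lower in fasted mice in each of the 4 nuclei, with no overlap between fasted and fed libraries. It went from 1212 ± 185 to 727 ± 118 CPM (SD) in ARC, from 823 ± 86.1 to 492 ± 108 in DMH, from 949 ± 46.7 to 607 ± 60.0 in PVN and from 1332 ± 124.9 to 843 ± 97.9 in VMH. The log2 fold changes were -0.71 ± 0.10 (SE), -0.82 ± 0.11, -0.65 ± 0.08 and -0.63 ± 0.07, and the adjusted p values 0.00486, 0.00321, 0.0019 and 6.42e-05. Hsph1 was the only gene past the threshold in DMH. Its change lay below 0 in each of the 12 combinations of nucleus and batch, between -1.39 in batch 1 of DMH, where the lowest library belonged to mouse 86, and -0.48 in batch 3 of VMH. With log2 depth as a covariate it lost the threshold in DMH, with a change of -1.10 ± 0.20 (SE) and an adjusted p of 0.195, in a range of 5.12e-07 to 0.277 over 11 alternatives. Without the batch covariate it lost it in DMH and in ARC, where the range was 0.000117 to 0.297, and in ARC it also did so without fasted ARC-100, at 0.158. The changes of Hsph1 were not shown to differ between nuclei, with an adjusted p of 0.982. The other gene past the threshold in VMH, Slc5a3 (chromosome 16, 92058322 to 92087473), had overlapping groups and is named here after its values were seen. It changed by -0.67 ± 0.12 with an adjusted p of 0.0422.

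**Figure D2:**
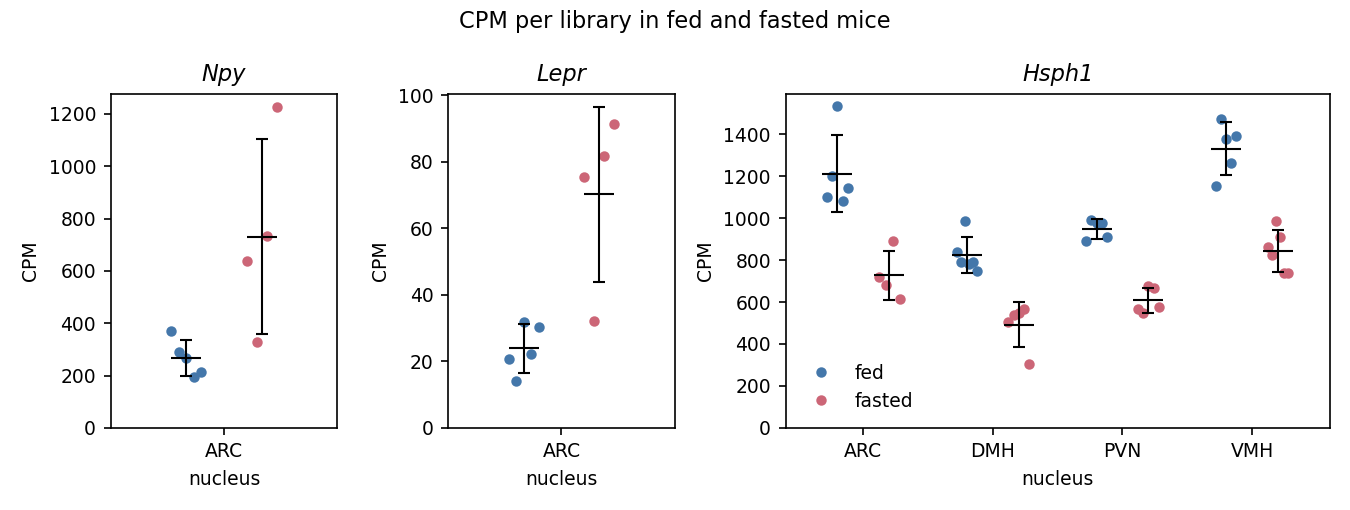
CPM of Npy and Lepr in ARC and of Hsph1 in the 4 nuclei (x axis), for each fed and each fasted library, with the mean and 1 SD. Hsph1 was at 1212 CPM in fed and 727 CPM in fasted ARC libraries, and the groups did not overlap in any of the 4 nuclei.

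A list of glucocorticoid-responsive genes was tested because a fast raises corticosterone in mice. The 7 measured genes had a median log2 fold change of 0.76 in ARC, 0.72 in DMH, 1.03 in PVN and 0.54 in VMH, with adjusted p values of 0.00803, 0.00253, 0.00492 and 0.00253 over 8 tests. The genes were higher in 7 of 7 cases in ARC and PVN and in 6 of 7 in DMH and VMH. Over all genes tested, 1 of the 7 passed in ARC, 0 in DMH, 2 in PVN and 0 in VMH, while 5, 4, 7 and 5 passed when adjusted over the list alone. At an unadjusted p under 0.05 there were 5, 4, 6 and 5 of the 7 genes. The pseudocount, filter, scaling and fit moved the medians between 0.53 and 1.10 and changed no call. With a library left out, the median was 0.55 to 0.87 in ARC, 0.62 to 0.79 in DMH, 0.68 to 1.09 in PVN and 0.43 to 0.65 in VMH. These fits changed no call either. In ARC and PVN the lowest median came without the fasted library of mouse 86. The 5 measured immediate early genes had medians of 0.00, 0.20, -0.09 and -0.23, with adjusted p values of 0.847, 0.408, 0.916 and 0.244, and 0 passed over all genes or when adjusted over the list alone. At an unadjusted p under 0.05 there was 1 of these genes in PVN and 0 in the other nuclei. With log2 depth as a covariate the VMH list passed, at an adjusted p of 0.0571 in a range up to 0.321, as it did without fasted VMH-311, at 0.0141.

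**Figure D3:**
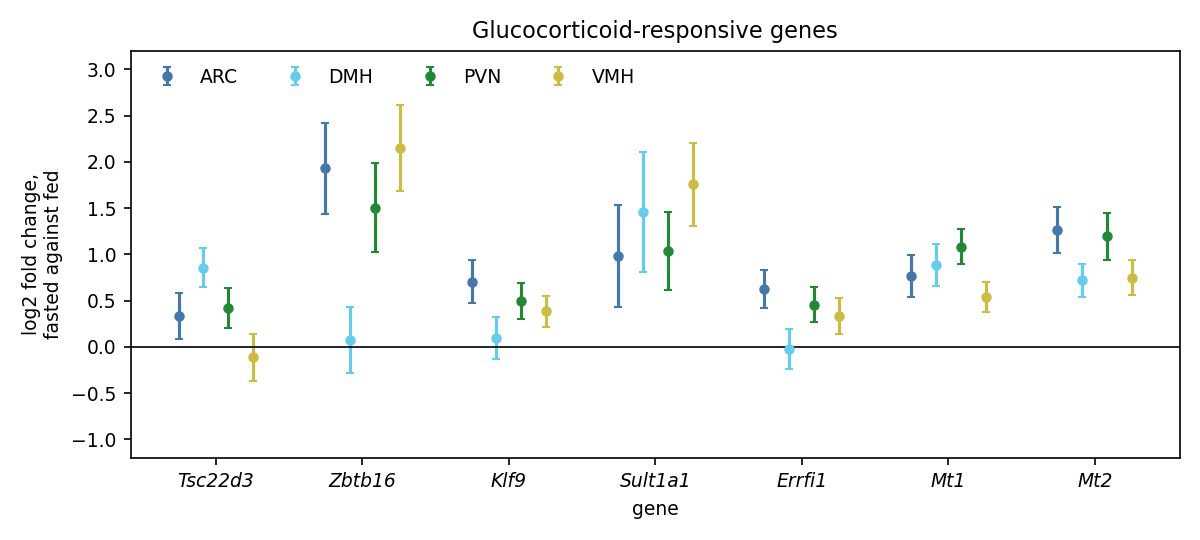
Log2 fold change, fasted against fed, of the 7 measured glucocorticoid-responsive genes (x axis) in the 4 nuclei, with bars of 1 SE. The median over the genes was 0.76 in ARC, 0.72 in DMH, 1.03 in PVN and 0.54 in VMH.

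Whether the response to fasting differed between nuclei was tested directly. Of 10121 genes, 0 passed an adjusted p under 0.1 and 522 had an unadjusted p under 0.05, where 506 would by chance. The smallest adjusted p of this F-test was 0.240 for Sv2c, followed by 0.5495 for Tubb3 and Pop5. In the fits per nucleus Sv2c rose by 1.83 in PVN, from 26.1 to 90.9 CPM, with an adjusted p of 0.0019 and no overlap. Its change was 0.38 in ARC, 0.01 in DMH and 0.52 in VMH, where it did not pass. Npy and Lepr had adjusted p values of 0.977 and 0.926 in the F-test, so their changes in ARC were not shown to differ from those in the other nuclei. Their unadjusted p values in the F-test were 0.349 and 0.0405. In DMH, PVN and VMH the change was 0.07, 0.54 and 0.50 for Npy and 0.07, 0.30 and -0.08 for Lepr. Npy had low values there, with fed and fasted means of 7.34 and 3.02 CPM in DMH. The means were 2.15 and 4.02 CPM in PVN and 4.06 and 6.79 CPM in VMH. The highest fed DMH library stood at 33.4 CPM. With SEs of 0.60, 0.51 and 0.56, these changes of Npy say little about a response outside ARC. Leaving out the mouse of fed ARC-308 moved the count most, to 2 genes, Sv2c at an adjusted p of 0.0253 and Tubb3 at 0.0865.

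The fasting changes were also compared between nuclei across 9123 genes, which are not independent replicates. Pearson's r lay between 0.07 and 0.12 for the 6 pairs of nuclei. Among the 462 relabellings of the mice, between 102 and 223 gave an r as large, so the 1-sided permutation p was 0.221 to 0.483, and 0.483 for each pair after adjustment over the 6 pairs. The median r over relabellings was itself 0.0479 to 0.0867, since the nuclei share mice. These changes were taken without batch, unlike those of the fits above, and mice were relabelled across batches. In that form the correlations were not beyond those of relabelled mice. Without the mouse of fed ARC-111, r was then 0.179 for ARC and PVN and 0.219 for PVN and VMH, each with an adjusted permutation p of 0.0779. The result depended on batch. With libraries centred on nucleus and batch, r lay between 0.0851 and 0.111 and each of the 6 pairs passed, with adjusted permutation p values of 0.013 to 0.0216. With mice also relabelled within batches, a choice made after the data were seen, these were 0.0185 to 0.037 over 108 relabellings. Single mice were left out only in the form without batch.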

Values the study reported

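The study obtained reads from 93 laser-captured hypothalamic samples, at 15.63 M (mega) sequenced reads per sample on average, and mapped 88.67% of them. It excluded 8 samples as outliers and kept 85, which left 4 to 6 biological replicates per nucleus and group. In the ARC, the study gave an FDR below 0.03 for the rise of Npy, Lepr and Agrp with fasting, in wild-type and in Snord116 deletion mice. For Pomc in the ARC of the deletion mice it gave a log2 fold change of –0.67 with an FDR of 0.23. It saw no effect of nutritional state on Pcsk1 or Nhlh2 in any of the 4 nuclei.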

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

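All tests of explanations in this part were chosen after the results were seen. Of 108 groups of 4 to 10 libraries examined, 6 had 1 library apart from the others, where 5.4 are given by chance, so the flags as a set are what chance gives. In 4 of the 6 the library belonged to mouse 86, the only fasted batch 1 mouse analysed here in ARC, DMH and PVN.

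Ndn was at 599 CPM in the fasted ARC library of mouse 86, where the others lay between 948 and 1011, and at 615 CPM in its fasted PVN library, where the others lay between 722 and 762. Crh was at 126 CPM in the same PVN library, where the others lay between 14.5 and 26.3. For Ndn, a difference between batch 1 and the other batches is a candidate explanation. In a fit on nucleus and mouse, the other 3 mice of batch 1 lay below the 8 mice of batches 2 and 3, by -0.41 on the log2 scale (exact p 0.00606, 2-sided, the smallest that 165 splits can give). Of these, mice 85 and 92 gave 1 library each. Mouse 86 differed from them by -0.00606 and lay within their range of -0.46 to -0.35, which argues against a difference of mouse 86 alone. Low Ndn was not seen in every batch 1 library: fed VMH-111, at 634 CPM, lay among the other fed VMH libraries. Whether the difference came from capture, library preparation or the mice of that batch was not tested. For Crh, the batch 1 fed PVN library was at 39.4 CPM against 29.0 ± 3.16 in the others, a log2 difference of 0.44 that was much smaller than the gap of mouse 86. With 1 fed library, batch and mouse cannot be told apart for Crh. No biological explanation was tested.

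Hsph1 was at 302 CPM in the fasted DMH library of mouse 86, where the others lay between 506 and 565. The 2 batch 1 fed libraries of DMH differed from the other fed libraries by -0.0727 on the log2 scale, within their spread. With 1 fasted library in that batch, the batch and the mouse cannot be told apart for this value. Without it, the change of Hsph1 in DMH was -0.63, still past the threshold.

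5330429C05Rik was at 1.43 CPM in the fed library PVN-127, where the others lay between 0 and 0.238. That is 6 of the 7 reads in the 5 libraries. If reads were drawn by depth alone, as many in 1 library would have a probability of 0.00102, but 1 library of amplified RNA does not decide between counting noise at few reads and a real difference. No biological explanation was tested.

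The depth of the fed library PVN-308 was 7.26 M (mega) reads, where the others lay between 3.68 and 4.20 M. Depth is a technical measure, and no explanation was tested.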

How the results depend on the processing

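The split counts were chosen before the results were seen, and log2 depth and relabelling within batches after. Of 100 splits of the libraries, the real one included, 3 gave as many genes as the real split in ARC, 13 in DMH, 2 in PVN and 8 in VMH, so the counts in DMH and VMH were not beyond those of other splits. The other splits as large in ARC gave 373 genes each and the one in PVN 628. They put batch 2 in 1 arm and batch 3 in the other, so that the contrast beyond batch rested on the 2 libraries of batch 1. The real split had fasted and fed libraries in each batch, and the report gives changes within batches. For the difference between nuclei, 14 of 100 assignments of state to mice gave as many genes at an unadjusted p under 0.05. Of 100 shuffles of nucleus labels within mice, only the real one (1 of 100) gave as many enriched genes in ARC, and likewise in DMH, PVN and VMH.

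Without the batch covariate 0 genes passed in ARC, 0 in DMH, 3 in PVN and 1 in VMH, and the changes of Npy (1.33) and Lepr (1.49) no longer passed. In those fits 604 genes in ARC and 429 in DMH had an unadjusted p under 0.05. A pseudocount of 0.1 left 4 genes in ARC and Lepr at 1.51 no longer passed. No filter left 5 genes in ARC and Lepr at 1.49 did not pass. Library weights gave 2 genes in DMH, 79 in PVN (62 higher, 17 lower) and 5 in VMH (3 higher, 2 lower). Log2 depth as a covariate gave 0 genes in DMH (695 at an unadjusted p under 0.05), 55 in PVN and 1 in VMH, and Lepr at 1.52 did not pass. An adjusted p under 0.05 left 4 genes in ARC and 15 in PVN. A pseudocount of 2 left 141 enriched genes in ARC, 92 in DMH, 177 in PVN and 271 in VMH. Quantile normalization gave 21 genes in ARC, 10 higher and 11 lower, against 10 higher and 7 lower. The cause was not tested in any of these.

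The fit over all libraries gave 5 genes in ARC (1 higher, 4 lower) and 4 in VMH (2 higher, 2 lower), with Npy at 1.32 and Lepr at 1.48 no longer past the threshold. The balance of rises and falls thus depended on the fit. With the replicate block the counts were again 5 and 4, with Npy at 1.32 and Lepr at 1.48. The block changed no other call of that fit.

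The immediate early list in ARC changed sign to -0.00876 with a pseudocount of 0.1, -0.0115 with median-of-ratios scaling, -0.00928 without batch, -0.0804 in the fit over all libraries and -0.0786 with the replicate block. In PVN it changed sign to 0.50 at a CPM of at least 5 and to 0.0233 with library weights. It passed the threshold in none of these. With log2 depth the VMH list passed, at -0.46. The cause was not tested.

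The correlations of fasting changes passed the threshold when libraries were centred on nucleus and batch, at 0.111 for ARC and DMH, 0.0958 for ARC and PVN, 0.104 for ARC and VMH, 0.105 for DMH and PVN, 0.0851 for DMH and VMH and 0.0922 for PVN and VMH. With mice also relabelled within batches (108 relabellings) the same values had adjusted permutation p values of 0.0185 to 0.037.

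Across fits that each left out a library, the count was 3 to 23 in ARC (23 without fasted ARC-305), 1 to 2 in DMH, 2 to 31 in PVN (31 without fasted PVN-305) and 1 to 5 in VMH (5 without fasted VMH-85). As few as 2 of the 17 genes in ARC and 2 of the 35 in PVN were shared. Lepr ranged from 1.30 to 1.83. The immediate early list ranged from -0.24 to 0.23 in ARC, -0.18 to 0.0780 in PVN and -0.45 to -0.13 in VMH, and Nhlh2 in VMH from -0.0760 to 1.37. Leaving out a mouse gave 0 to 2 genes for the difference between nuclei, and correlations of 0.0417 to 0.179 for ARC and PVN and 0.0664 to 0.219 for PVN and VMH.

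The glucocorticoid list kept its direction and its side of the threshold in each nucleus under each alternative run. Among the alternatives other than a library left out, Npy lost the threshold in 3 of 11 and Lepr in 6 of 11. Of the values of genes named by rank and of Ndn and Magel2, 232 kept their direction and side of the threshold, or for levels stayed within 1 SD, and 25 lost the threshold. With a library or mouse left out, 57 values of genes named by rank lost it and 2 gained it, and Lepr lost it in 7 of 9 fits. The planned count tests with edgeR and DESeq2 were not run, since whole reads were not recovered. Depth limits genes of a few CPM, such as 5330429C05Rik.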

Other observations

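Chosen only after the results were seen were all tests of depth, those for Hsph1, for the glucocorticoid list and per mouse included. The same holds for the tests of batch for Hsph1 and of batch, scaling and GC content for the sterol and cold-inducible genes. It also holds for those of cell types for the glucocorticoid list, of averages per mouse and of the reads shared with Lars2. The gene lists of this part other than the cell-type markers were also written after the fasting results.

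Lepr in ARC had an adjusted p of 0.0867 here. That is higher than the value quoted from the study above. The tests are unlike, since the study used the linear models of edgeR and limma on CPM was used here. The genes of the missing identifier range and the unmatched columns named for ARC were also left out here. What accounts for the gap was not tested. The median depth read from the values was 4.10 M (mega) reads. That is lower than the value quoted from the study above, which counts sequenced reads. The depth here is the total to which CPM was scaled, and it includes reads of genes outside the table.

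Hsph1 was lower in fasted mice in each nucleus. Averaged per mouse, the difference was -0.70, with an exact p of 0.00216 (6 fasted against 6 fed mice, 2-sided). That is the smallest p their splits can give, and the adjusted p over 10 genes was 0.00722. Hsph1 was chosen after its fall was seen, so the adjustment over 10 genes does not cover that choice. It was lower in 12 of 12 combinations of nucleus and batch, which argues against library and capture batch; the groups were already known not to overlap, so that test could hardly have come out otherwise. It kept its adjusted p under 0.1 in 3 of 4 nuclei with log2 depth as a covariate, in 4 of 4 after median-of-ratios scaling (a few genes taking most of the reads), and lay over 3 standard errors below 0 in 4 of 4 after the trend on GC content and gene length was removed. In DMH, where the adjusted p rose to 0.195 with depth as a covariate, the change was then -1.10 ± 0.20 (SE), against -0.82 without it. A fall that came from depth would have shrunk toward 0, so this argues against depth as its whole cause in DMH too. A hypothesis is that heat-shock transcription fell with fasting. Heat-shock genes other than those already seen fell with an adjusted p under 0.1 in 0 of 4 nuclei, but only 3 of the 18 were measured, which is too few to tell. The 6 heat-shock or chaperone genes seen first (Hsph1, Cct7, Hspe1, Hspa1a, Fkbp4 and Cct6a) were lower in 24 of 24 combinations of gene and nucleus, of which 5 passed the threshold, 4 of them Hsph1 and the other Cct7 in ARC. The direction held in all 24 under the scalings, pseudocounts, filters and library weights tried and without batch, and in 23 with log2 depth as a covariate. These genes were picked after their falls were seen, so this does not test the hypothesis. That this leaves the question open was settled after the count of measured genes was seen.

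Rbm3 and Cirbp, both cold-inducible, were higher in fasted mice, by 0.68 (permutation p 0.00433) and 0.82 (permutation p 0.00216) per mouse. There were 6 mice in each group, and the adjusted p values were 0.00866 and 0.00722 over 10 genes. As for Hsph1, batch means were removed and the splits ignored batch, so these p values are approximate. The pair was chosen after the fasting results were seen, so the adjustment over 10 genes does not cover that choice. Of single nuclei, only Cirbp in PVN passed the threshold over all genes, at 0.0855. The direction held in 12 of 12 combinations of nucleus and batch. As the pair was picked after its rise was seen and the nuclei share mice, this adds little about batch. The pair passed an unadjusted p of 0.05 in 4 of 4 nuclei with log2 depth as a covariate and in 4 of 4 with median-of-ratios scaling, and lay beyond random sets in 4 of 4 after the trend on GC content and length was removed. A hypothesis is lower body temperature in fasted mice, which would tie these genes to Hsph1 from mouse to mouse. Across the 12 mice, with state and batch means removed, Pearson's r was -0.53 (permutation p 0.076) and Spearman's rho -0.476 (permutation p 0.121), and r was -0.77 without the 2 mice farthest from the median. Body temperature was not used here, and the relation did not pass 0.05, so the hypothesis stays open.

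Hmgcs1 fell in ARC and Msmo1 in PVN, and both act in sterol synthesis. The other sterol genes, 11 of 21 measured, had a median change of -0.40 in ARC, 0.04 in DMH, -0.23 in PVN and -0.19 in VMH. Over the 4 nuclei the adjusted p values by fry were 0.0224, 0.386, 0.0294 and 0.0492, and over all 8 tests of lists written afterwards they were 0.0448, 0.618, 0.0587 and 0.0983. The list thus fell in 3 of 4 nuclei, which is consistent with lower expression of the pathway in fasted mice. The technical tests were run only in those 3 nuclei. The median was below 0 in 9 of 9 combinations of nucleus and batch. Those nuclei were picked because the list fell there in fits with batch, so this adds little about batch. The list passed an unadjusted p of 0.05 in 3 of 3 nuclei with log2 depth as a covariate. It did so in 2 of 3 with median-of-ratios scaling, with VMH at 0.0535, and lay beyond random sets in 2 of 3 after the trend on GC content and length was removed, with VMH at 95.2%. The VMH median itself moved little, from -0.194 to -0.193 with that scaling, -0.175 without the trend and -0.218 with log2 depth. These tests thus do not point to a technical cause in VMH, but they do not rule one out. Whether the nuclei differ was not tested for this list.

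The glucocorticoid list rose in each nucleus. Its median was above 0 in 12 of 12 combinations of nucleus and batch. The list had already passed in fits with batch as a covariate and the nuclei share mice, so this adds little about batch. The list passed in 4 of 4 nuclei with log2 depth as a covariate and in 4 of 4 with median-of-ratios scaling. It lay above random lists in 4 of 4 after the trend on GC content and length was removed. Without the metallothioneins Mt1 and Mt2 it still passed in 4 of 4, though the DMH median was then 0.10. More oligodendrocytes or microglia in the fasted captures would raise their markers as much, and the highest median of these lists (6 measured genes each) was 0.12, against 0.54 or more for the glucocorticoid list. The most abundant of these markers, Mbp, was at 561 CPM in fed and 619 in fasted VMH libraries. More astrocytes, ependyma or vessels could not be weighed, since 2 or 3 markers of each were measured and the highest median was 0.81, for 2 ependymal genes in DMH. None of the 20 tests of marker lists passed an adjusted p of 0.1; the smallest was 0.125. A response to corticosterone stays a hypothesis, as the hormone was not used here.

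Col4a1, Igfbp7 and Lyve1 were higher in fasted PVN libraries, by 1.56, 1.15 and 2.63 on the log2 scale. Col4a1 and Igfbp7 are named after their values were seen. More vessel tissue in these captures is a candidate explanation. The 3 measured endothelial markers had a median change of 0.122 in PVN (p 0.00626, adjusted p 0.125 over 20 tests), with 2 higher and 1 lower. The most abundant, Flt1, was at 110.7 CPM in fed and 121 in fasted libraries. With 3 genes that moved both ways this stays open.

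Lars2 and the identifiers ENSMUSG00000082697, ENSMUSG00000083696 and ENSMUSG00000089855, which have no symbol here, held a large share of the reads and were higher in fasted PVN libraries. There Lars2 rose by 0.34 on the log2 scale (adjusted p 0.054) and the identifiers by 0.58, 0.56 and 0.51 (adjusted p 0.105, 0.0198 and 0.0248). In DMH, Lars2 changed by 0.03 and the identifiers by -0.01, -0.20 and -0.21, with a smallest adjusted p of 0.695. In ARC and VMH the 4 features were higher, by 0.06 to 0.29 and by 0.08 to 0.19, and none passed the threshold. Lars2 was at 57438 ± 6508 CPM (SD, n = 10) in batch 1, 23297 ± 3932 (n = 15) in batch 2 and 17205 ± 2083 (n = 16) in batch 3. The 10 most abundant genes took 17.9% to 22.7% of the CPM in batch 1 and 8.55% to 12.7% in the others. With group and batch means removed, the identifiers rose and fell with Lars2 across the 41 libraries, at Pearson's r of 0.731, 0.731 and 0.789 and Spearman's rho of 0.728, 0.750 and 0.783, each with a permutation p of 1e-05, the smallest that 100000 permutations can give, and an adjusted p of 1.33e-05 over 4 relations. Without the 2 libraries farthest from the median, r was 0.639, 0.706 and 0.778, and within batches it lay between 0.679 and 0.847. A shared source of reads for the 4 features is consistent with this. The origin of the reads was not tested, and no biological explanation was tested.

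Mean depth was lower in fasted than in fed libraries of each nucleus, by an exact p of 0.317 in ARC, 0.165 in DMH, 0.659 in PVN and 0.126 in VMH (2-sided; adjusted p 0.423, 0.329, 0.659 and 0.329). These tests ignore batch and mouse. In means per mouse, with state relabelled within batches, the difference was -0.798 M (mega) reads, with an exact p of 0.130 over 216 relabellings (2-sided, 6 fasted against 6 fed mice). With log2 depth and nucleus means removed the exact p was 0.185. The batches went both ways, with fasted mice 0.584 M higher in batch 1 and differences of -0.795 M in batch 2 and -2.18 M in batch 3. In both of the latter each fasted mouse lay below each fed mouse of its batch. A difference in depth between fasted and fed mice was thus not shown over the 3 batches, and one in batches 2 and 3 stays open.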
